A study of Mus musculus with 289 samples. Its data were reported in "Tissue memory relies on stem cell priming in distal undamaged areas" (2023).

How the data were processed

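Single tomato-positive epidermal cells were sorted from mouse tail skin into 96-well plates and sequenced as full-length cDNA with a modified Smart-seq2 protocol, per the labels. Each deposited library was 1 cell. The labels placed every cell on 1 of 4 plates, gave each plate a treatment and a batch tag of replicate 1 or replicate 2, and so named 2 replicates of vehicle and 2 of PRT4165. The plate, as the sum or the median of its cells, was the unit of replication throughout. Cells were not treated as replicates except in 1 named alternative. Each plate held 1 treatment, so plate and treatment cannot be told apart within a replicate. The vehicle label carries the letters AC, and it was taken as vehicle because the labels name PRT4165 and vehicle as the only treatments. The same label also carries a code that differs between the treatments and is not explained. If the code marks separate experiments, treatment cannot be told apart from them. The labels do not say how many animals each plate held. The paper describes these data as 2 independent experiments joined, with 4 biological replicates in each, and does not match them to plates.

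The authors mapped the reads to the mouse transcriptome with Salmon and deposited 1 table of estimated counts per gene symbol and cell, which was not scaled. In it, 18.3% of the values above 0 were not whole numbers. All 289 columns were matched to a sample by title. The table held 15019 genes, of which 25 had no count in any cell and 1040 had a count in fewer than 5 cells. Nothing in the table was a row of unassigned reads. The reads carry no molecular identifiers, so intervals and floors cover counting error only. Cdkn2a, which had been put on the list of genes to report, is not analysed here.

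Cells were kept as in the study, with at least 1000 genes detected and at most 50% of counts from the 13 mitochondrial genes. No cell had fewer genes than that, 15 cells exceeded the mitochondrial limit, and 274 cells remained: 70 on vehicle replicate 1, 55 on vehicle replicate 2, 72 on PRT4165 replicate 1 and 77 on PRT4165 replicate 2. No doublet caller was run, since each well received 1 sorted cell. The highest Pearson correlation of log2(count + 1) between any 2 cells was 0.946, so no library was present more than once.

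For the tests on genes, counts were summed over the cells of each plate, rounded to whole numbers, filtered with filterByExpr, normalized by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 under R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Gene sets were tested on the same sums with camera from limma 3.58.1 at a preset correlation of 0.01, two-sided, adjusted over 8 sets, with fry beside it. The lists for glycolysis, mTORC1 signalling, epithelial-mesenchymal transition, extracellular matrix organization, actin cytoskeleton and Polycomb target regulators were written by hand from general knowledge and are not the study's own lists. The cell plasticity list and the markers of study cluster 7 are lists the study made on other cells. The extracellular matrix and epithelial-mesenchymal transition lists share 57 genes.

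Cells were clustered on 2000 variable genes that were not mitochondrial, as log2(CPM + 1) scaled within each replicate batch, over 15 principal components and 15 nearest neighbours, with the Leiden algorithm (leidenalg 0.10.2) at resolution 1.0. This gave 6 clusters, lettered A to F by size. A cluster was named only where 1 list of the fixed markers had more genes than any other list among the cluster's 10 leading genes by fold (of genes detected in at least 25% of its cells), and at least 3 of its genes were raised by over 1 on the log2 scale. Tests within clusters were limited to clusters with at least 5 cells on every plate. To reach the junctional zone population in which the study placed its effect, each cell was scored for the 14 marker lists of the study's clusters, and the junctional zone class held the cells whose highest standardised score was for list 11. The difference between this class and all other cells was tested with limma-trend and camera on the per-plate differences of log2 CPM, with a prior count of 2. Shares of cells and medians of genes detected were compared by an exact two-sided permutation test over plates, whose smallest possible p with 2 against 2 plates is 0.333. To compare genes detected, each cell was thinned to 50000 counts from genes that were not mitochondrial.

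The rule for naming genes was fixed before the data were examined, as were the tests, the gene lists, the markers and all alternatives except those said to be chosen later. It took Ring1, Rnf2, Lrig1, Slc2a1, Krt6a and Cdkn2a whatever their values, then the 5 genes of smallest p that rose and the 5 that fell among genes past the threshold with both PRT4165 plates beyond both vehicle plates. Where fewer than 5 passed, the places were filled by the smallest unadjusted p. The number of variable genes, components and neighbours, the thinning depth, the number of draws and the rule for naming clusters were set afterwards. The CPM of a gene on a plate was taken with the TMM-scaled library size.

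The alternatives were DESeq2 size factors, no filter on low counts, each cell thinned before summing, no filter on cells, a stricter filter on cells (at least 2000 genes and at most 20% mitochondrial counts), an equal cluster makeup (the same number of cells drawn from each cluster on every plate, 42 per plate, over 21 draws), mitochondrial genes left out, each plate left out in turn, the replicate number as a block, the DESeq2 1.42.0 Wald test, a limma-trend fit of mean CPM, and a Wilcoxon test on cells. For the set tests over all cells they also included fry and an estimated correlation. For those in the junctional zone class they included fry and 2 other definitions of the class. These were the top 50 markers of each list (18 cells) and a margin of 0.25 over the next list (11 cells). The test of the difference between classes was not run with fry, an estimated correlation or either other definition. For shares and detection they included other resolutions, no centring, another depth and a detection limit of 5 counts. The labels tag the replicate number as a batch, so plates of the same number were taken as paired. Over the 12791 genes tested, the deviations of plates with the same number from their treatment means correlated at 0.0206.

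The tests on sums were checked on simulated counts with 200 changed genes, by 4-fold or 8-fold. At a dispersion of 0.05, edgeR recovered 200 of the 200 genes in the all-cell sums, with 12 false calls among 13272 genes tested. At the dispersion fitted to the data, it recovered 23 of 200 in the all-cell sums with 1 false call among 12930 genes, and DESeq2 recovered 56 with 67 false calls. At the fitted dispersion edgeR recovered 2 of 200 in cluster A among 9910 genes, 0 in cluster B among 7713, 1 in cluster C among 9789 and 0 in the junctional zone class among 5870. The test of the difference between classes was run only on simulated differences of a fixed spread not taken from the data (200 of 200 genes recovered, 7 false calls among 8000), so its power at the spread of the class was not measured. The test on cells recovered 200 of 200 simulated genes, changed 8-fold, with 13 false calls among 14684 genes. Those simulated cells had no differences between plates. Their false calls therefore do not measure the error of the test on cells grouped by plate. Coordinates are those of GENCODE mouse release 21 on GRCm38, counted from 1.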

Results

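The series holds single-cell transcriptomes of the progeny of Lrig1-expressing epidermal stem cells. In these mice, hydroxytamoxifen on the tail skin switches on a tomato reporter in Lrig1-positive cells, and the label is then inherited by their descendants. The skin was treated with PRT4165, an inhibitor of the Ring1A and Ring1B ubiquitin ligases of Polycomb repressive complex 1 (PRC1), or with vehicle. The comparison asks whether blocking PRC1 alters the transcription of unwounded cells, in particular in the junctional zone of the hair follicle. The 289 cells lay on 4 plates, 2 per treatment, which are the replicates. The vehicle plates held 75 and 58 cells and the PRT4165 plates 76 and 80, of which 70 and 55, and 72 and 77, passed the filter (274 in all). Each plate held 1 treatment, so differences between plates enter every comparison of treatments and were measured from 2 plates each.

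Depth differed between plates. The cells of vehicle replicate 1 summed to 25761756 estimated counts, those of vehicle replicate 2 to 34714003, those of PRT4165 replicate 1 to 38461239 and those of PRT4165 replicate 2 to 41592716. The median cell had 141985, 506827, 429383 and 538754 counts on these plates in the same order, so vehicle replicate 1 was the shallowest plate. Single cells ranged from 9796 to 3029822 counts. The deepest cell gave 10.4% of the sum of vehicle replicate 1 and 3.84% of the sum of PRT4165 replicate 2. Mitochondrial genes took between 25.2% and 29.4% of the summed counts of a plate.

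Clustering gave 6 groups of cells. Cluster A (77 cells) was led by Slurp2, Rarres1, Krt1 and Klk10 and stayed unnamed, because the upper hair follicle and the differentiated interfollicular markers each had 1 gene among its 10 leading genes. Cluster B (67 cells) met the rule for the name bulge-like, with Cd34 as the only marker among its 10 leading genes and Krt15, Lhx2 and Ccn2 also raised. Postn, which was on the bulge list and raised too, is an infundibulum marker in the study. Its cells were the shallowest, with a median of 154675 counts and 2188 genes. Cluster C (64 cells) was led by Ccna2, Dlk2, Ly6c1 and Mki67 and met the rule for the name cycling-like, but Mki67 was detected in 28.1% of its cells, so it is called by its letter. Cluster D (27 cells) was sebaceous gland-like, with Far2 first and Scd1, Mgst1, Elovl6, Cidea, Plin2 and Fasn raised. Clusters E (20 cells, led by Krt35, Cfap69, Cldn10 and Col14a1) and F (19 cells, led by Pi15) stayed unnamed. In cluster E 5 cycling markers were raised (Top2a, Cenpf, Birc5, Cdk1 and Rrm2), with 0 among its 10 leading genes.

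The makeup of the plates was compared first, since a shift in makeup would alter any sum over all cells. Cluster B held 34.3% of the cells of vehicle replicate 1 (Wilson 95% interval 24.2 to 45.96) and 36.4% of vehicle replicate 2 (24.9 to 49.6). On the PRT4165 plates it held 15.3% (8.75 to 25.3) and 15.6% (9.15 to 25.3). The mean share was 35.3% ± 1.47 (SD, n = 2) with vehicle and 15.4% ± 0.216 (SD, n = 2) with PRT4165, a difference of -19.9 percentage points that was larger than the spread between plates. Cluster D went the other way, from 4.16% ± 1.84 to 14.6% ± 8.80 (SD, n = 2 each). It held 2 of 70 and 3 of 55 vehicle cells against 6 of 72 and 16 of 77 PRT4165 cells, so the PRT4165 plates differed widely from each other. Its difference of 10.4 percentage points was 4.18 without PRT4165 replicate 2 and 16.6 without PRT4165 replicate 1.

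Cluster E rose from 3.77% ± 2.75 to 10.1% ± 3.33, cluster F fell from 10.5% ± 0.643 to 4.03% ± 0.192, and cluster C rose from 19.5% ± 3.31 to 27.0% ± 6.98 (SD, n = 2 each). Without PRT4165 replicate 1 the difference in cluster C was 2.60 percentage points instead of 7.53, and that in cluster E was 4.03 instead of 6.38. Cluster A was at 26.8% ± 4.50 with vehicle and 28.8% ± 1.48 with PRT4165. In 5 of the 6 clusters both PRT4165 plates lay on 1 side of both vehicle plates, where chance gives 33.3% of clusters such an order. The shares of 1 plate are not independent of each other, since they sum to the whole. The exact permutation p (two-sided) was 0.333 for each of these 5 clusters and 1.0 for cluster A, and 0.333 is the smallest value that 2 against 2 plates allow. Coarser clustering at resolution 0.6 moved the cluster B difference to -22.6 percentage points, and finer clustering at 1.5 moved it to -10.8.

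**Figure D1:**
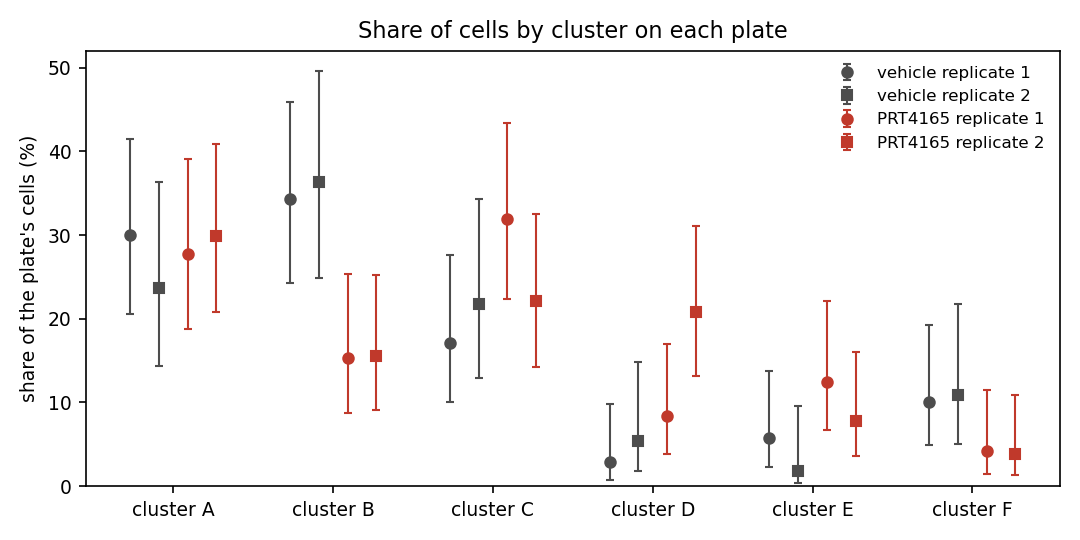
Share of each plate's cells (%, vertical axis) in clusters A to F (horizontal axis), with circles for replicate 1, squares for replicate 2 and bars for Wilson 95% intervals, which cover counting error only. Cluster B holds 34.3% and 36.4% of the vehicle cells against 15.3% and 15.6% of the PRT4165 cells.

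The next comparison asked which genes changed with PRT4165 when all cells of a plate were summed. Of 12791 genes tested, edgeR's quasi-likelihood test called 0 at an adjusted p under 0.05, and the smallest adjusted p was 0.862. At an unadjusted p under 0.05 it gave 630 genes, 357 higher and 273 lower with PRT4165, which is 4.93% of the genes tested and close to the share that no difference would give. Both PRT4165 plates lay beyond both vehicle plates in 31.98% of the genes, where chance gives 33.3%. The fitted biological coefficient of variation between plates was 76.9%. Splitting the same plates by replicate number, which mixes the treatments, gave 0 adjusted calls and 800 genes at an unadjusted p under 0.05. The remaining split gave 0 and 602. The alternative that moved the result most was the Wilcoxon test with cells as units, which called 229 genes, or 1.643% of 13935. DESeq2 called 1.345% of the genes between the treatments (103 higher and 69 lower), 1.392% between the replicate numbers and 1.235% in the remaining split. At the fitted spread edgeR recovered 11.5% of simulated 4-fold and 8-fold changes, so changes of that size were not detectable for most genes with these 4 plates.

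**Figure D2:**
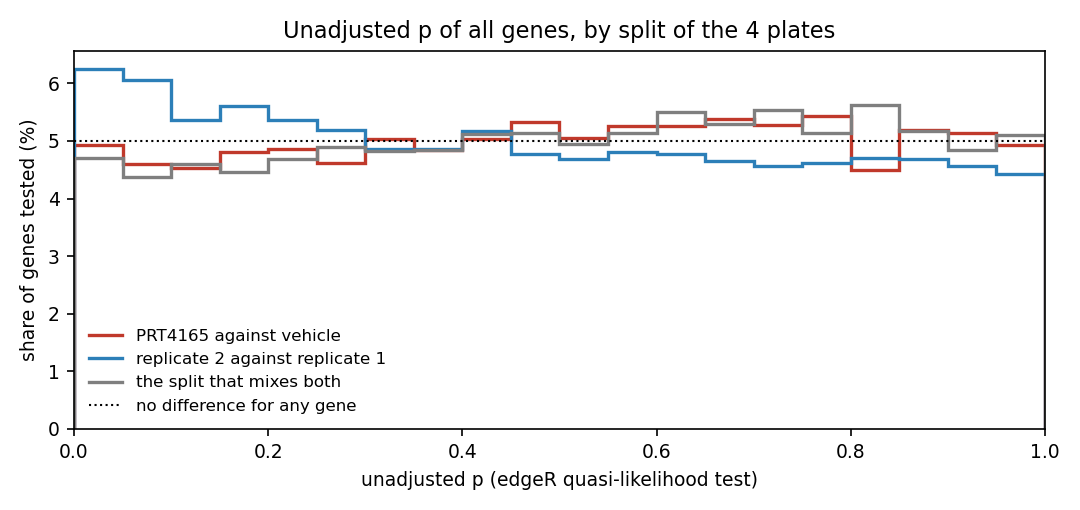
Share of the 12791 genes tested (%, vertical axis) in bins of the unadjusted p of edgeR's quasi-likelihood test (horizontal axis, bins of 0.05), for each of the 3 ways to split the 4 plates into pairs, with a dotted line for the share under no difference. The lowest bin holds 4.93% of genes for PRT4165 against vehicle and 6.25% for the split by replicate number.

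The transcripts of the proteins that PRT4165 inhibits were not detectably altered. Ring1 (chromosome 17, 34020792 to 34024680) was near the limit of detection, at 1.32 CPM ± 1.27 with vehicle and 1.22 CPM ± 0.431 with PRT4165 (SD, n = 2 plates each). Its log2 fold change was -0.13 (SE 1.45, adjusted p 0.997 by edgeR). Rnf2, which encodes Ring1B (chromosome 1, 151458004 to 151500955), was at 27.6 ± 14.6 and 24.8 ± 0.757 CPM, a log2 fold change of -0.15 (SE 0.72, adjusted p 0.997). Lrig1 (chromosome 6, 94604529 to 94700158) was at 21.5 ± 2.63 and 16.2 ± 6.42 CPM, with a log2 fold change of -0.41 (SE 0.74, adjusted p 0.997). Slc2a1, a glucose transporter gene (chromosome 4, 119108711 to 119137983), was at 19.2 ± 13.5 and 11.3 ± 7.44 CPM, with a log2 fold change of -0.77 (SE 0.91, adjusted p 0.997). The log2 fold change turned to 2.70 for Rnf2 and 1.95 for Slc2a1 under the stricter filter on cells, and to 0.26 for Ring1 with the replicate number as a block. Adjusted over the list alone, 0 of the 5 measured genes fixed in advance passed, and over all genes tested 0 passed.

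Krt6a (chromosome 15, 101689910 to 101694307) was lower on both PRT4165 plates, at 161.1 ± 50.6 CPM against 454 ± 164.8 CPM with vehicle (SD, n = 2 each). Its log2 fold change was -1.50 (SE 0.51, unadjusted p 0.0187 by edgeR), and it failed the adjustment over all genes (0.923) and over the list alone (0.0937). In the draw of equal cluster makeup with the median count of genes its log2 fold change was -0.66 (adjusted p 0.9998). A single cell gave 50.8% of the Krt6a counts of vehicle replicate 1, and its value is uncertain because Krt6b is a close paralog. All 15 measured genes named here are annotated as protein-coding.

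No gene passed the threshold, so the 10 further genes named by rule are those of smallest unadjusted p, and none of them passed with edgeR (adjusted p 0.862 each). All 10 passed with DESeq2. In most of them 1 cell gave most of the counts of a plate. Zfp770 (chromosome 2, 114193461 to 114201469) had 0 and 7 counts on the vehicle plates against 3027 and 2112 on the PRT4165 plates, of which 1 cell gave 99.8% and 90.8%. Bex1 (chromosome X, 136213972 to 136215513) had 1 count on each vehicle plate and 345 and 1587 on the PRT4165 plates, where 1 and 4 cells had any count. Zfp429 (chromosome 13, 67387905 to 67399819), a member of a large zinc finger family and so uncertain, had 2 and 0 counts against 755 and 571. Rab6b (chromosome 9, 103111787 to 103185276) had 1 count on each vehicle plate and 378 and 385 on the PRT4165 plates, detected in 9 and 11 cells, of which 1 cell gave 66.4% and 59.2%.

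Stfa3 (chromosome 16, 36450537 to 36455392) was the most abundant of the genes that rose, at 2228 CPM ± 1585 with PRT4165 and 139.5 CPM ± 41.4 with vehicle (SD, n = 2 each). It was detected in 18 and 13 cells of the vehicle plates and in 19 and 31 cells of the PRT4165 plates. Its log2 fold change was 3.997 (SE 0.64, unadjusted p 0.000234, adjusted p 0.862 by edgeR). The stefin A family holds near-identical copies, so its value is uncertain.

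Of the genes that fell, Slc25a14 (chromosome X, 48623413 to 48662294) had 1605 and 272 counts on the vehicle plates and 17 and 8 on the PRT4165 plates. Rsbn1 (chromosome 3, 103914120 to 103966636) had 564 and 4347 against 59 and 113, and its sign turned under the stricter filter on cells. Plat (chromosome 8, 22757727 to 22782844) was at 6.17 and 13.1 CPM against 0.127 and 0.152. Xlr3a (chromosome X, 73086293 to 73097095), uncertain as a member of a family of close copies, had 40 and 994 counts with vehicle and 0 on both PRT4165 plates. Rundc3a (chromosome 11, 102393403 to 102402555) had 53 and 378 with vehicle and 0 on both PRT4165 plates. In vehicle replicate 2, 1 cell gave 98.4% of the Plat counts and 88.6% of the Slc25a14 counts.

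Within clusters, 3 groups had at least 5 cells on every plate. edgeR called 0 of 9633 genes in cluster A, 0 of 7435 in cluster B and 0 of 9488 in cluster C at an adjusted p under 0.05. At an unadjusted p under 0.05 there were 457, 517 and 477 genes, or 4.74%, 6.95% and 5.03% of those tested. Clusters D, E and F had too few vehicle or PRT4165 cells on at least 1 plate and were not tested. These counts were not stable to the loss of a plate. Over the 3 clusters together, there were 60 calls without vehicle replicate 1, 87 without PRT4165 replicate 1 and 370 without PRT4165 replicate 2. Without vehicle replicate 2 cluster A had 24 calls (2 higher, 22 lower), cluster B 0 and cluster C 38 higher and 91 lower. Each of these fits rests on a lone plate assumed to vary like the others.

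In its single-cell RNA data the study read the effect of PRT4165 out through pathways of wound memory, cluster by cluster. It placed the effect in the junctional zone cluster, and also reported chromatin opening, migration and healing, which these data cannot address. Sets for similar pathways, not the study's own term lists, were first tested here over all cells, a wider group. No simulated set change was run, so the power of this test was not measured. By camera from limma, 0 of the 8 sets passed an adjusted p of 0.05. The adjusted p was 0.742 for mTORC1 signalling (median log2 change 0.20, 60.4% of 96 genes higher), epithelial-mesenchymal transition (0.17), actin cytoskeleton (-0.10), the cell plasticity list (-0.16) and the markers of study cluster 7 (0.11). It was 0.816 for glycolysis (0.05) and 0.840 for extracellular matrix organization (0.01). Polycomb target regulators (adjusted p 0.840) had a median log2 change of -0.13 and a mean of 0.13, so their direction depended on the summary. The unadjusted p was under 0.05 for 0 of the sets, and fry and camera with an estimated correlation also called 0. As a measure of how far plates differ regardless of treatment, the split that joins vehicle replicate 1 with PRT4165 replicate 2 gave 3 sets past the threshold and the split by replicate number gave 0. Leaving out vehicle replicate 2 brought the markers of study cluster 7 to an adjusted p of 0.0119 and leaving out PRT4165 replicate 2 brought them to 0.0478. Set tests within clusters, which were not in the fixed design, gave 0 of 8 sets in A, B and C. The markers of study cluster 7 in cluster A came closest, with an adjusted p of 0.0515 (unadjusted 0.00643), a median log2 change of 0.53 and 64.5% of 76 genes higher. The smallest adjusted p was 0.940 in B and 0.705 in C.

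The junctional zone class held 15 cells, 2 on vehicle replicate 1, 3 on vehicle replicate 2, 8 on PRT4165 replicate 1 and 2 on PRT4165 replicate 2. The class is a range of scores and not a separate cluster, and 4 of the 15 cells scored within 0.25 of their next list. Its cells fell into clusters B (2), C (8) and E (5). Cycling markers were raised in clusters C and E. Whether the class matches the study's junctional zone cells, and whether cell cycle affects its changes, was not tested. In sums over these cells, 0 of 8 sets passed the threshold by camera. The extracellular matrix set came closest, with a median log2 change of 1.30 against 0.20 for the other genes, 78.8% of its 33 tested genes higher and an adjusted p of 0.0873 (unadjusted 0.0109). The epithelial-mesenchymal transition set followed, with a median of 0.96 and an adjusted p of 0.149 (unadjusted 0.0372). The other sets had adjusted p values from 0.768 to 0.989. For the mTORC1 and cell plasticity sets camera gave a lower direction, with medians of 0.13 and -0.01 against 0.20 and 0.21 for the other genes, but means of 0.12 and 0.45. For Polycomb target regulators (10 genes) camera gave a higher direction, with a median of -0.24 and a mean of 0.94. By fry 0 sets passed, with 0.368 for extracellular matrix. With the low-count filter removed the extracellular matrix set reached 0.0102, and without PRT4165 replicate 2 it reached 1.65e-05, without vehicle replicate 2 0.000270, without PRT4165 replicate 1 0.0393 and without vehicle replicate 1 0.120. The epithelial-mesenchymal transition set reached 0.00563 without vehicle replicate 2 and 0.00188 without PRT4165 replicate 2. These results depended on which plates and genes entered. edgeR called 0 of 5810 genes in the class, with 3.36% of them at an unadjusted p under 0.05. With replicate number as a block it called 3 genes (mt-Co3, Krt10 and Nkrf, named after their values were seen).

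Whether the change in the junctional zone class differed from that in all other cells was tested on the per-plate differences. The extracellular matrix set changed more in the class, with a median log2 difference of 2.42 over 99 genes against 0.81 for the other genes and an adjusted p of 0.00736 by camera. The block by replicate number gave 0.00543. The median over the set's genes of the difference between the class and other cells was -3.93 and -3.66 on the vehicle plates and -0.08 and -2.42 on the PRT4165 plates. Over the other genes it was -2.62 and -2.96, and -0.51 and -2.84. The set thus lay below the other genes on both vehicle plates and above them on both PRT4165 plates. The set's median log2 CPM in the class was 3.96 on PRT4165 replicate 1 and lay at the value of no counts (-3.04) on the other 3 plates. Of the 99 genes, 29 and 38 had a count in the class on the vehicle plates, and 82 and 45 on the PRT4165 plates. Leaving out PRT4165 replicate 1, which holds 8 of the 15 cells, gave 0.386, leaving out vehicle replicate 1 gave 0.205, and leaving out vehicle replicate 2 gave 0.0772. The other 7 sets did not pass, with adjusted p values from 0.213 for epithelial-mesenchymal transition to 0.881. The mTORC1, Polycomb target and cell plasticity sets had a lower direction by camera and medians above 0 (0.67, 0.16 and 0.53) but below those of the other genes (0.82, 0.82 and 0.83). Of 12207 single genes, limma-trend called 0, with 572 at an unadjusted p under 0.05. Without vehicle replicate 2 it called 83 and without vehicle replicate 1 it called 7.

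Release from Polycomb repression would raise the number of genes a cell expresses, so the genes detected per cell were compared. Thinned to 50000 counts, the median cell had 2678 and 2444 genes on the vehicle plates and 2783 and 2704 on the PRT4165 plates. The means were 2561 ± 165.5 and 2743 ± 56.2 genes (SD, n = 2 each), a difference of 182.3 genes with an exact permutation p (two-sided) of 0.333, the smallest possible. Thinning left out 12 vehicle cells and 16 PRT4165 cells that were shallower. Without vehicle replicate 2 the difference was 65.3 genes and without vehicle replicate 1 it was 299.3. Unthinned, the mean was 3200.0 genes with vehicle and 3739 with PRT4165, a difference of 538.8. Counting a gene as detected only at 5 counts turned the difference to -25.8 genes. Within clusters the difference was -226.5 genes in A, 41.3 in B and 166.8 in C.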

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

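Of the tests in this part, the one that leaves cluster E cells out of the difference between classes was chosen only after the result was seen. The result singled out by a test of the difference itself is the extracellular matrix set, which changed more with PRT4165 in the 15 cells of the junctional zone class than in all other cells (adjusted p 0.00736 by camera). The excess of the set's median log2 difference over that of the other genes was 1.61. Camera held the correlation between genes at the preset 0.01 here. Neither fry, an estimated correlation nor another class definition was run for this difference. Over all cells the estimated correlation of the set was 0.0316, above the preset.

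Several technical explanations are argued against by the tables. The class sums differ in depth, from 428807 to 3036621 counts, but with every class sum thinned to 428790 counts the excess was 1.58 and the adjusted p 0.0132. Only 2 of the set's genes are on the marker list that defines the class, and without that list's genes the excess stayed at 1.61. Low mean expression alone is argued against too. The set's median lay at percentile 100 of 10000 random lists matched on mean expression, whose central 95% ran from 0.22 to 1.56. Those lists drew genes independently, without the shared expression a set may have. They were not matched on having no counts in the class, so an effect of detection stays open.

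The makeup of the class stays open. On PRT4165 replicate 1, 4 of its 8 cells belong to cluster E, whose leading genes include the matrix gene Col14a1. On vehicle replicate 1 it was 1 of 2 cells, and on the other plates 0. The share of cells in cluster E therefore does not separate PRT4165 replicate 1 from vehicle replicate 1. The median differences over the set's genes were -0.08 and -3.93 on these plates. Their shares of counts may differ, since 1 cell gave 81.8% of the class counts of vehicle replicate 1. Without the cluster E cells the excess was 0.19 and the adjusted p 0.399. A candidate explanation is therefore the larger number of such cells in the class on PRT4165 replicate 1, though not a larger share than on vehicle replicate 1. In the test of the class on its own the size of the excess went the other way. There it was 1.42 over 29 matrix genes without cluster E cells and 1.11 over 33 with them. Neither passed by camera (adjusted p 0.115 and 0.0873), and without cluster E cells vehicle replicate 1 held 1 class cell. That test therefore does not settle the question of makeup. The number of cells also matters. With 2 cells per plate, over all 84 choices, the median excess was 0.80 (0.07 to 1.96) against 1.61, the direction was higher in 84 of 84, and 37 had an adjusted p under 0.05, so the unequal number of cells stays open as well. Chance cannot be excluded, because 1 of the 3 splits of the 4 plates (the real split) gave an adjusted p as small and 3 splits cannot give a share under 0.05. An effect of PRT4165 on matrix genes in the junctional zone, which the design names, remains open and untested beyond these 15 cells on 2 plates per treatment.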

How the results depend on the processing

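Leaving out plates in the difference between classes, thinning before clustering and the unthinned count of genes were added after the data were seen. The result of 0 genes over all cells held in 9 of 11 alternatives that kept all plates and in the 4 that left out a plate. It rose to 1.345% of the genes tested with DESeq2 and to 1.643% with cells as units. The unadjusted counts at p under 0.05 ran from 480 to 818 in the edgeR and limma alternatives. The replicate block gave 0 genes, as did all 21 draws of equal cluster makeup. Within clusters, the block and DESeq2 size factors gave 0 genes, and leaving out a plate gave 60 to 370, with a lone plate assumed to vary like the others and 1 residual degree of freedom. The replicate block changed no call of a gene set. In the junctional zone class it gave 3 genes against 0. There, 2 genes passed without the low-count filter, and 0 to 4 over plates left out.

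Of the named genes, the log2 fold change of Ring1 turned to 0.26 under the block and ran from -0.87 to 1.52 over plates left out. Under the stricter filter on cells Rnf2 turned to 2.70, Slc2a1 to 1.95 and Rsbn1 to 0.62. Over plates left out Rnf2 ran from -0.60 to 0.52 and Slc2a1 from -1.67 to 0.23. DESeq2 put all 10 genes chosen by smallest p past its threshold. The cause was not tested.

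Over all cells, no set passed in any alternative that kept all plates except 1 set in 1 of the 21 draws of equal makeup, and leaving out a plate gave 0 to 1 sets. Directions turned, at adjusted p far above the threshold, with each cell thinned (epithelial-mesenchymal transition 0.982, extracellular matrix 0.489, Polycomb targets 0.432), with the stricter filter (glycolysis 0.696, Polycomb targets 0.696, extracellular matrix 0.874, study cluster 7 markers 0.806), in 1 of the 21 draws of equal makeup, the one with the median count of genes, from which alone directions were taken (glycolysis, mTORC1 and actin, each 0.982), and for Polycomb targets without the low-count filter (0.814), without a filter on cells (0.984) and without mitochondrial genes (0.977). Over plates left out, the adjusted p ran from 0.404 to 0.984 for glycolysis, 0.404 to 0.962 for mTORC1 and actin, 0.237 to 0.938 for epithelial-mesenchymal transition, 0.360 to 0.938 for extracellular matrix, 0.617 to 0.984 for Polycomb targets, 0.414 to 0.938 for the plasticity list and 0.0119 to 0.938 for study cluster 7 markers. Each of these turned direction without at least 1 plate. The cause was not tested.

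In the junctional zone class, 1 set passed without the low-count filter (extracellular matrix, 0.0102), 1 with the top 50 markers (plasticity list, lower, 0.0318), 2 with a margin of 0.25 over the next list, which left PRT4165 replicate 2 with no cell (extracellular matrix 1.11e-06, epithelial-mesenchymal transition 0.00257), and 0 to 2 over plates left out. Extracellular matrix was higher in every alternative run, at 0.0819 with DESeq2 size factors, which moved the median of the other genes from 0.20 to 0.04. Directions turned with the top 50 markers (mTORC1 0.954, actin 0.968, study cluster 7 0.275), the margin (actin 0.421, Polycomb targets 0.947, study cluster 7 0.358), fry (mTORC1 and plasticity list, each 0.697), the block (Polycomb targets 0.789) and no low-count filter (Polycomb targets 0.610). Over plates left out, the range was 0.177 to 0.941 for mTORC1, 0.480 to 0.941 for actin and study cluster 7, 0.810 to 0.941 for Polycomb targets and 0.232 to 0.941 for the plasticity list. The cause was not tested.

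For the difference between the class and other cells, the block kept the 1 passing set (0.00543) and leaving out a plate gave 0 to 1 sets. The extracellular matrix set ran from 0.00838 to 0.386. It passed only without PRT4165 replicate 2. Directions of the other sets turned over ranges of 0.703 to 0.940 (glycolysis), 0.209 to 0.742 (mTORC1), 0.325 to 0.742 (actin), 0.576 to 0.940 (Polycomb targets and plasticity list) and 0.214 to 0.856 (study cluster 7). The cause was not tested.

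For shares, a cluster was followed where it shared enough cells with its match, by a minimum overlap chosen after the overlaps were seen, and otherwise gave no value. The count of 5 clusters with separated plates was 5 without centring and 6 at resolution 1.5, and fell to 3 of 4 matched at 0.6, 2 of 4 with thinned cells and 0 of 1 under the stricter filter, where only cluster A could be matched. The cluster A difference turned to -0.98 percentage points at 0.6, -8.24 under the stricter filter and -0.038 with thinned cells, moved to 6.75 at 1.5, and ran from -1.18 to 5.19 over plates left out. Cluster B moved to -22.6 at 0.6, -10.8 at 1.5 and -16.2 with thinned cells. Cluster C moved to 13.2 at 0.6 and 1.88 with thinned cells, and cluster F to -5.94 at 1.5. The cause was not tested. Clusters B and D kept their direction wherever they were matched. Genes detected per cell moved from 182.3 to 538.8 unthinned and turned to -25.8 at 5 counts. At another depth, under the stricter filter and with each plate left out, it moved from 182.3 by less than the spread between plates (123.6), and ran from 65.3 without vehicle replicate 2 to 299.3 without vehicle replicate 1.

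In the junctional zone class, 1 of 2 cells gave 81.8% of the counts of vehicle replicate 1 and 1 of 2 gave 68.4% of those of PRT4165 replicate 2, so unequal depth leaves the class sums of both plates resting mostly on 1 cell each.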

Other observations

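Of the tests in this part, the one on genes detected within clusters was written after its values had been seen. The calls between treatments from DESeq2 and from cells as units were set beside calls between plates whatever the treatment. With cells as units, the Wilcoxon test called 229 of 13935 genes between treatments. At 55 cells per plate it called 50 genes between the vehicle plates and 70 between the PRT4165 plates, a median of 60, against a median of 88.5 (11 to 119) over the 4 pairs of plates of different treatment. DESeq2 called 1.345% of 12791 genes between treatments and a median of 1.3135% in the 2 splits that mix them. Plate differences whatever the treatment are therefore a candidate explanation for most of both lists. This was a comparison of counts and does not say which genes were shared.

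The lower share of the bulge-like cluster B on the PRT4165 plates was tested against depth, because its cells were the shallowest. When each cell was thinned to 50000 counts before clustering, which left out 23 cells, the matching cluster differed by -16.2 percentage points (overlap 0.758), against -19.9 with all cells and -21.6 for the same 251 cells unthinned. Both PRT4165 plates stayed below both vehicle plates. Total counts as the whole cause are argued against, though they may account for part of the difference. The 50000 counts included mitochondrial genes, which clustering leaves out, so the depth that entered clustering still varied. At 50000 counts from other genes, cluster B had the fewest genes detected on every plate (medians of 2072, 1769.5, 1845 and 2079). Whether cells with few detectable genes gathered in cluster B whatever their type was not tested. The higher share of the sebaceous gland-like cluster D stayed at 10.7 percentage points after thinning, against 10.4. Whether treatment, the area of skin sampled, the sort or the plate moved these shares was not settled with 2 plates per treatment, and no biological explanation was tested.

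The larger number of genes detected per cell with PRT4165 may follow from makeup. Averaged over clusters A, B and C with equal weight, the difference at 50000 counts was -6.17 genes, against 182.3 over all cells. The 3 clusters went both ways, and clusters D, E and F were left out, so a change within some clusters stays open.

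The cells nearest to study list 8 numbered 2 and 0 on the vehicle plates and 7 and 13 on the PRT4165 plates, the widest contrast among the 14 lists. This class was picked out after its counts were seen and was not tested.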
